A study of Mus musculus with 4 samples. Its data were reported in "Mitolnc controls cardiac BCAA metabolism and heart hypertrophy by allosteric activation of BCKDH" (2024).

How the data were processed

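RNA of skeletal muscle of wild-type mice was measured by RNA sequencing in 4 libraries, 2 of isolated mitochondria and 2 that are labelled as tissue minus mitochondria. Groups and replicate numbers were taken from the labels. The treatment label of the second group names tissue without mitochondria, while its titles name total tissue and a legend of the study also speaks of lysate of the whole muscle. The group is called remaining tissue here, and whether fold changes are against whole or depleted tissue is not settled. Libraries were made from a small input of total RNA with a stranded kit, and the fragmentation time was adjusted for mitochondrial RNA. Any effect of fragmentation therefore coincides with the groups. The isolation protocol of the study, written for the heart, also treated mitochondria with digitonin and RNase A before RNA was extracted. If this was done for muscle, its effect on which RNA survived coincides with the groups too.

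According to the methods of the study, the authors trimmed reads with Trimmomatic, aligned them with STAR to the mouse genome build GRCm38 with a raised limit on mismatches, counted reads per gene over exons with featureCounts, left out reads that overlap several genes or align to several places, and compared groups with DESeq2. The strand setting of the counting and the rule by which genes were kept in the table were not stated. The deposited values are a signal that the authors made from gene counts by dividing each library by a size factor and rounding to whole numbers. They are called normalized counts below. The table held 16472 genes with coordinates on GRCm38.

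The unit was examined before any test. In isolated mitochondria, low values (under 2000) were whole multiples of a step of 9.049 normalized counts in replicate 1 (99.95% of 10508 values) and of 5.059 in replicate 2 (99.97% of 11660 values), so that whole reads were recovered. In remaining tissue 1 read was worth less than 1 normalized count, and reads could only be estimated. Scaling by the median of ratios over the 8993 genes above 0 in all libraries left medians of 1.01 to 1.03, which gave a common value of 0.142 normalized counts per read, or 7.05 reads per normalized count, for both libraries of remaining tissue. Rounding therefore hid differences of up to 7.05 reads in these libraries.

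Recovered depths were 42749127 assigned reads for isolated mitochondria replicate 1 and 35305898 for replicate 2, and estimated depths were 15705138 and 15303031 for remaining tissue replicates 1 and 2. Outside the mitochondrial genome and its nuclear copies, isolated mitochondria held 100788 and 180942 reads and remaining tissue an estimated 11990729 and 11969847. The median gene tested had 5 and 10 reads in the libraries of isolated mitochondria, which limits the precision for most nuclear genes. Intervals of shares are 95% Wilson intervals, the floor was 3 reads, and both cover counting error only, since reads without molecular identifiers are not independent molecules.

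Annotation was GENCODE M21 on the same build; 16457 of the 16472 gene identifiers were found in it and 16305 had the same coordinates. Gene length and GC content were those of the longest transcript. Similarity to the mitochondrial genome was searched with BLAST 2.17.0 against the 15441 nt of mitochondrial transcripts (at least 30 nt, 85% identity, E-value up to 0.001); the control region is covered by no transcript and was not analysed here. Nuclear genes with such a stretch numbered 39, and the 17 of them in which it covered at least 50% of the transcript are called nuclear copies. Transcripts of the named genes were compared with all other transcripts (at least 50 nt, 90% identity, with 95% called near-identical), except Ttn and the mitochondrially encoded genes.

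The comparison and its test were set before the data were examined, as were the gene lists, the rule for named genes and most alternatives. Genes with a mean of at least 20 over the 4 libraries were tested on log2(normalized count + 1) with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, two-sided, without covariates, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Fold changes are on this scale, with the pseudocount of 1, which understates changes of genes with low values. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333, so none was run for shares of counts. LncRNA genes were those of the Ensembl lncRNA classes. The 11 gene lists were tested with camera at an inter-gene correlation of 0.01, adjusted over the lists, with fry and an estimated correlation as alternatives. Named genes were mitolnc and its neighbour Pcbp1, mt-Co1, mt-Atp6 and both mitochondrial rRNAs, Malat1, Neat1, Kcnq1ot1, Lncpint, the genes of branched-chain amino acid (BCAA) catabolism, Actb and Gapdh, and the 5 lncRNA and 5 nuclear protein-coding genes with the largest change in each direction among those with an adjusted p under 0.05 and no overlap between groups. Rmrp, also on that list, was not analysed here.

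A fold of a gene with at most 3 reads in both libraries of isolated mitochondria was computed against that floor (21.2 normalized counts on average), and a fold of a gene at 0 in both libraries of remaining tissue against 0.5, and both are given as lower bounds. In addition, 4 marker lists (hepatocyte, non-myofibre cytosolic, myofibre membrane and secretory, adipocyte) were written before the values of their genes were seen, but after other liver genes had been seen among the most changed genes and collagen genes had been seen to be higher.

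Alternatives were pseudocounts of 0.1 and 5, scaling to the total of all genes, to the total of genes not encoded in the mitochondrial genome or to the upper quartile, quantile normalization, no filter or a mean of at least 5 or 50, the replicate number as a replicate block, eBayes without trend or with robust, a threshold of 0.03, and leaving out each library. Count models had been planned for the case that whole reads could be recovered, which held for isolated mitochondria only. Tests with edgeR 4.0.16 (quasi-likelihood, with the deposited scaling or TMM) and DESeq2 1.42.0 on the recovered and estimated reads were therefore added after seeing the data, as were scaling to the nuclear total without copies, a fit without genes similar to the mitochondrial genome and a fit of genes with more than 3 reads in both libraries of isolated mitochondria.

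The test was tried on simulated reads for 6879 nuclear genes with dispersions estimated from the libraries (0.0100 for remaining tissue, 0.391 for isolated mitochondria). The estimate took nuclear totals with copies as library sizes. In isolated mitochondria these were nearly equal (2019712 and 2077611 reads), although the value of 1 read differed (9.049 and 5.059 normalized counts). The value of 0.391 therefore takes in this difference in scaling and may be too high, so simulated power may be too low. With 200 genes changed by 2 or 3 on the log2 scale in either direction, limma called 0 of the changed genes and edgeR up to 5.88% of a class, and no unchanged gene was called, although the fitted median for a true value of 3 was 2.88. Larger effects were added to the simulation after that outcome. With 200 genes changed, limma recovered 9.80% of genes at -3, 11.8% at 3, 68.1% at 6 and 82.4% at 9, with 0 unchanged genes called. With 1500 genes changed it recovered 53.9%, 55.3%, 90.8% and 98.7%, with 29 of 5379 unchanged genes called, against 79.9%, 84.5%, 99.1% and 100% and 80 unchanged genes for edgeR. Among 50 simulated lists of 20 unchanged genes, camera gave an unadjusted p under 0.05 for 1. Groups of 2 are too small for a test of outlying libraries or of other splits of the samples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.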

Results

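To ask whether the long non-coding RNA (lncRNA) mitolnc lies in mitochondria of skeletal muscle, as in the heart, RNA of isolated mitochondria and of the remaining tissue was sequenced. Mitochondria were obtained by fractionation of muscle of wild-type mice. Each group held 2 libraries. The deposited totals were 2227740 and 2170702 normalized counts for remaining tissue replicates 1 and 2, and 386836853 and 178612536 for isolated mitochondria replicates 1 and 2. These totals reflect scaling to the median gene and not depth. Depth was 42749127 and 35305898 assigned reads in isolated mitochondria, and an estimated 15705138 and 15303031 in remaining tissue. Replicates correlated across the 16472 genes with Pearson coefficients on the log2 scale of 0.983 for remaining tissue and 0.709 for isolated mitochondria (genes are not independent replicates). To check that no pair of replicates was the same library, they were compared with counting noise. The chi-square per degree of freedom was 8.96 over 4919 genes in isolated mitochondria and, from estimated reads, 7.29 over 16118 genes in remaining tissue. The split between replicates was taken from nuclear totals with copies, so a difference in scaling of other genes also raises the value of isolated mitochondria. Libraries made from the same RNA, and rounding in remaining tissue, could also exceed counting noise, so these values do not show separate animals. Each library was counted as a separate sample by its label.

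The purity of the fractions was examined first, from the share of counts that fell on the 37 mitochondrially encoded genes. In remaining tissue the share was 22.3% in replicate 1 (95% Wilson interval 22.29 to 22.33) and 20.5% in replicate 2 (20.51 to 20.55). In isolated mitochondria it was 95.3% in replicate 1 (95.27 to 95.28) and 94.1% in replicate 2 (94.11 to 94.12). Most of these counts came from the 2 mitochondrial rRNAs, which took 17.1% ± 1.04 (SD, n = 2) of counts in remaining tissue and 79.4% ± 3.22 (SD, n = 2) in isolated mitochondria. Mitochondrial mRNAs took 4.07% ± 0.181 and 14.5% ± 2.16 (SD, n = 2 each), and mitochondrial tRNAs 0.291% ± 0.0330 and 0.730% ± 0.240 (SD, n = 2 each). Each of these differences exceeded the spread between replicates, although 2 libraries against 2 allow no permutation p below 0.333. The share moved most when the 2 mitochondrial rRNAs were left out, to 5.26% in remaining tissue and 74.2% in isolated mitochondria.

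A further 1.30% ± 0.0651 of counts in remaining tissue and 4.93% ± 0.625 in isolated mitochondria (SD, n = 2 each) were assigned to 17 nuclear copies of mitochondrial genes, most of them unprocessed pseudogenes. All other nuclear genes together held 77.3% ± 1.32 of counts in remaining tissue and 0.374% ± 0.196 in isolated mitochondria (SD, n = 2 each). In reads, this corresponded to 100788 and 180942 nuclear reads in isolated mitochondria replicates 1 and 2.

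**Figure D1:**
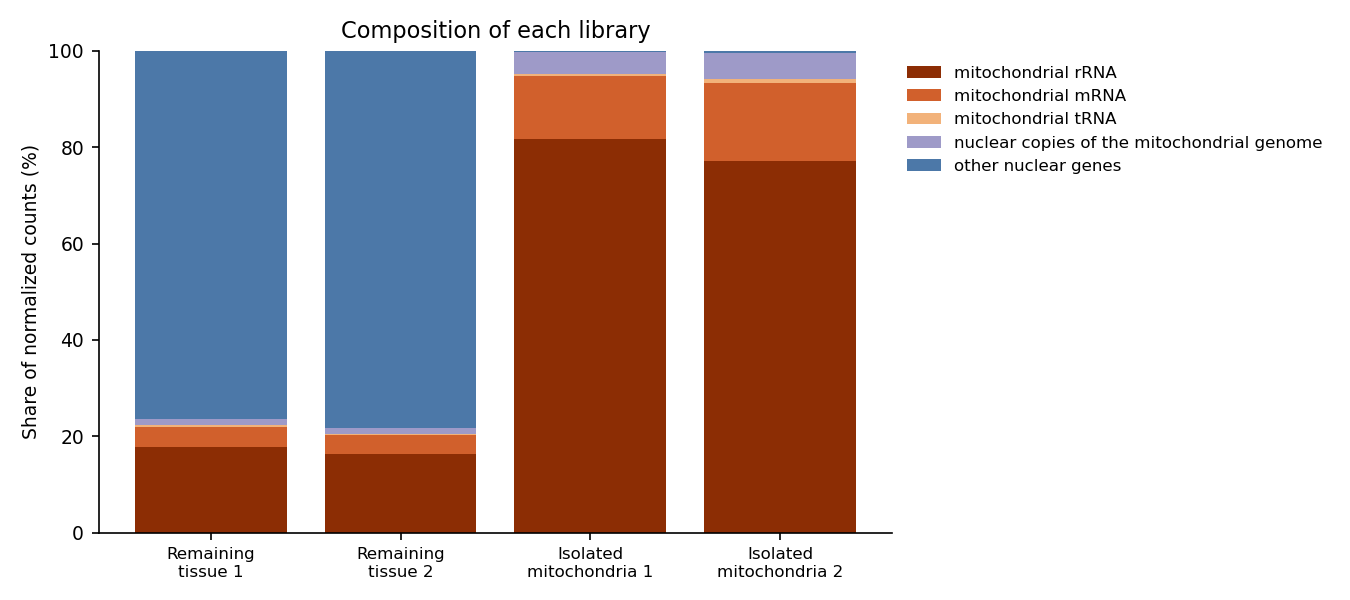
Share of normalized counts (%) by gene class in each of the 4 libraries, as stacked bars that add to 100. Mitochondrially encoded genes make up 22.3% and 20.5% of remaining tissue and 95.3% and 94.1% of isolated mitochondria.

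Differential abundance was then tested for all 6916 genes with a mean of at least 20. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 506 genes were higher and 643 lower in isolated mitochondria, relative to a median log2 fold change of all tested genes of -0.44. Of the genes tested, 4782 (69.1%) did not overlap between groups, against 33.3% if libraries were exchangeable with 2 per group. They were not, since replicates scattered more in isolated mitochondria (Pearson coefficient 0.709) than in remaining tissue (0.983). A share above 33.3% could therefore arise without a difference. All 37 mitochondrially encoded genes and all 17 nuclear copies were among those higher. Of the 6862 other nuclear genes, 452 were higher and 643 lower; 5 of the former were at 0 in both libraries of remaining tissue and 61 of the latter at or below 3 reads in both libraries of isolated mitochondria. The alternative that moved these counts most was scaling to the total of all genes, with 38 genes higher and 6694 lower.

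The split between directions depended on the scaling, since the median of all tested genes moved with it. The share of calls that were higher was 44.0% under the deposited scaling (median log2 fold change -0.44), 58.7% when scaled to the upper quartile (-0.17), 56.7% after quantile normalization (-0.24) and 85.8% when scaled to the total of nuclear genes without copies (0.43). It was 1.98% when scaled to the total of genes not encoded in the mitochondrial genome (-3.34), 0.564% when scaled to the total of all genes (-6.90) and 55.9% in edgeR with TMM (-0.04).

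Mitochondrially encoded reference transcripts were higher. Under the deposited scaling the log2 fold change was 8.86 (SE 0.42, adjusted p 0.00364, limma) for mt-Co1 (chromosome M, 5328 to 6872), 8.82 (SE 0.38, adjusted p 0.00317) for mt-Atp6 (7927 to 8607), 9.15 (SE 0.69, adjusted p 0.00943) for mt-Rnr1 (70 to 1024) and 9.11 (SE 0.71, adjusted p 0.0101) for mt-Rnr2 (1094 to 2675). The size of the rise depended on the scaling. Scaled to the total of all genes it was 1.95 for mt-Co1, 1.92 for mt-Atp6, 2.24 for mt-Rnr1 and 2.21 for mt-Rnr2, where the median of all genes was -6.90. After quantile normalization mt-Rnr2 was at 0.50. Without a filter on low values mt-Co1, mt-Rnr1 and mt-Rnr2 did not pass the threshold (adjusted p 0.0677, 0.605 and 0.794, the highest over their alternatives), nor did mt-Rnr2 at a mean of at least 5.

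The comparison was next restricted to lncRNA genes, of which 41 passed the minimum mean. At an adjusted p under 0.05 (limma), 4 were higher and 5 lower, and 20 had an unadjusted p under 0.05. Groups did not overlap for 27 of the 41 (65.9%, against 33.3% for exchangeable libraries, which these were not). These counts moved most without a filter on low values, to 14 higher and 340 lower of 814 lncRNA genes. Among the 41, scaling to the total of all genes gave 1 higher and 40 lower.

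The lncRNA genes higher in isolated mitochondria rested on few reads or on sequence shared with other genes. Gm38973 (ENSMUSG00000108592, chromosome 7, 27649426 to 27651059, minus strand) was at 0 in both libraries of remaining tissue and had 113 and 51 reads in isolated mitochondria replicates 1 and 2 (at least 1281-fold higher, and 516-fold without isolated mitochondria replicate 1, log2 fold change 9.01, SE 0.81, adjusted p 0.0123, limma). Its transcript shared near-identical stretches with 149 other genes. C4a (ENSMUSG00000015451, chromosome 17, 34809092 to 34823464, minus strand) had 9 and 8 reads (log2 fold change 3.07, SE 0.61, adjusted p 0.0448) and shared 5378 nt at 95.965% identity with C4b, so that its counts are uncertain. C4a was counted among lncRNA genes through its annotated class, processed transcript. Bc1 (ENSMUSG00000115783, chromosome 7, 144914470 to 144914637, plus strand) had 6 and 8 reads (2.48, SE 0.50, adjusted p 0.0464) and shared near-identical stretches with 13 genes. Gm10076 (ENSMUSG00000060143, chromosome 14, 105681828 to 105682211, plus strand) had 8 and 22 reads (2.08, SE 0.36, adjusted p 0.0360) and shared 383 nt at 99.5% identity with the ribosomal protein gene Rpl41, so that its counts are uncertain too. C4a, Bc1 and Gm10076 were lower when scaled to the total of all genes (-3.40, -3.97 and -4.58), a scaling that moved the median of all genes to -6.90. Their calls held in the same direction in 11 of 15, 10 of 15 and 12 of 16 alternatives, and that of Gm38973 in 16 of 16.

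Among lncRNA genes lower in isolated mitochondria, Kcnq1ot1 (chromosome 7, 143203458 to 143296549, minus strand) fell from 184.5 ± 6.36 to 31.0 ± 5.66 normalized counts (SD, n = 2 each), with a log2 fold change of -2.55 (SE 0.26, adjusted p 0.0149, limma). The others were B230208H11Rik (chromosome 10, 12916648 to 12923090) at -2.34 (SE 0.27, adjusted p 0.0189), Lncpint (chromosome 6, 31082565 to 31220488) at -2.13 (SE 0.33, adjusted p 0.0289), Nctc1 (chromosome 7, 142544609 to 142558596) at -1.69 (SE 0.31, adjusted p 0.0385) and A930016O22Rik (chromosome 7, 19417466 to 19421417) at -1.57 (SE 0.23, adjusted p 0.0269). The calls held in 16 of 16 alternatives for Kcnq1ot1 and B230208H11Rik, 15 of 16 for A930016O22Rik, 14 of 16 for Lncpint and 10 of 16 for Nctc1. These genes also had few reads in isolated mitochondria replicates 1 and 2. Reads were 3 and 7 for Kcnq1ot1, 2 and 4 for B230208H11Rik, 3 and 4 for Lncpint, 9 and 10 for Nctc1 and 5 and 8 for A930016O22Rik. Near-identical stretches were shared with 65 genes by Kcnq1ot1, 13 by A930016O22Rik, 292 by Malat1 and 12 by Neat1. Kcnq1ot1 overlaps Kcnq1 and A930016O22Rik overlaps Ckm on the opposite strand, and their counts are uncertain where strand was not used. The nuclear lncRNAs Malat1 (log2 fold change -2.33, SE 0.53, adjusted p 0.0578) and Neat1 (-2.34, SE 0.60, adjusted p 0.0735) did not pass the threshold. Both passed it as lower under some alternatives, Malat1 in 8 of 16 (adjusted p 8.13e-07 to 0.142 over the alternatives) and Neat1 in 7 of 16 (1.39e-06 to 0.178), among them the replicate block and the count models. Without isolated mitochondria replicate 1 or 2 the value of Malat1 lay between -3.05 and -1.60 and that of Neat1 between -3.12 and -1.55.

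**Figure D2:**
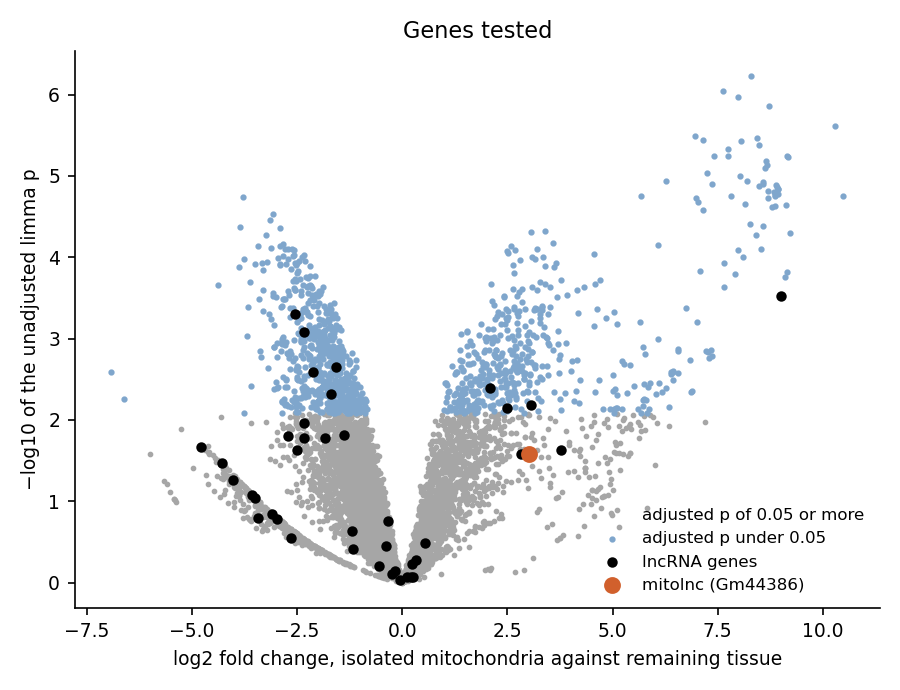
Each point is 1 of 6916 genes tested, with the log2 fold change of isolated mitochondria against remaining tissue on the x axis and −log10 of the unadjusted limma p on the y axis; blue points have an adjusted p under 0.05, black points are the 41 lncRNA genes. Mitolnc (orange) lies at 3.01, below the points that passed the threshold.

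Mitolnc (Gm44386, ENSMUSG00000107689) is annotated on chromosome 6 from 86513891 to 86516273 on the minus strand of GRCm38. It has 1 transcript of 429 nt with 2 exons, exon 1 from 86516023 to 86516273 (251 nt) and exon 2 from 86513891 to 86514068 (178 nt). It overlaps 0 other genes and lies 8218 bp from Pcbp1. Normalized counts were 9 and 6 in remaining tissue replicates 1 and 2, and 145 and 30 in isolated mitochondria replicates 1 and 2. The latter stood for 16 and 6 reads, and the former for an estimated 63 and 42. Group means were 7.50 ± 2.12 and 87.5 ± 81.3 (SD, n = 2 each), a ratio of 11.7, and without isolated mitochondria replicate 1 the value of that group was 30. The groups did not overlap.

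On the log2 scale mitolnc was 3.01 higher in isolated mitochondria (SE 0.89, higher in both libraries), with an unadjusted limma p of 0.0265 across all genes and an adjusted p of 0.0940, so that it did not pass the threshold. Across the 15 alternatives that gave a p, the adjusted p ranged from 0.00124 to 0.828. It was under 0.05 with a positive change in 4 of them, of which 1 had been planned (a replicate block, 0.00894) and 3 were count models added after seeing the data (edgeR 0.0322, edgeR with TMM 0.0259 and DESeq2 0.00137). Leaving out isolated mitochondria replicate 1 gave 1.89 and leaving out replicate 2 gave 4.13. In 3 sets of simulated data limma called 0%, 11.8% and 55.3% of genes with a true log2 change of 3. On the same reads edgeR called 5.88%, 58.8% and 84.5%, so the choice of test affected what was detectable. The size and number of the changes differed between the sets, and depth was not varied. The dispersion used for isolated mitochondria may be too high, so these percentages may be too low.

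The direction of the change depended on the scaling, which moved all genes together. As a share of all assigned reads, mitolnc held 4.01 ppm (95% Wilson interval 3.14 to 5.13) and 2.74 ppm (2.03 to 3.71) in remaining tissue replicates 1 and 2, estimated, against 0.374 ppm (0.230 to 0.608) and 0.170 ppm (0.0779 to 0.371) in isolated mitochondria. By this measure it was lower in isolated mitochondria by a factor of 12.4, and the log2 fold change scaled to the total of all genes was -3.52 (adjusted p 0.00124, limma). As a share of nuclear reads outside copies of the mitochondrial genome it was 4.38 ± 1.23 ppm in remaining tissue and 95.95 ± 88.8 ppm in isolated mitochondria (SD, n = 2 each). Scaled to that total the log2 fold change was 3.83 (adjusted p 0.0557), and scaled to all genes not encoded in the mitochondrial genome, which in isolated mitochondria are mostly copies, it was 0.16 (adjusted p 0.828). Relative to the median of all tested genes, mitolnc was 3.45 higher under the deposited scaling, 3.38 when scaled to the total of all genes (median -6.90) and 3.5001 when scaled to genes not encoded in the mitochondrial genome (median -3.34).

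**Figure D3:**
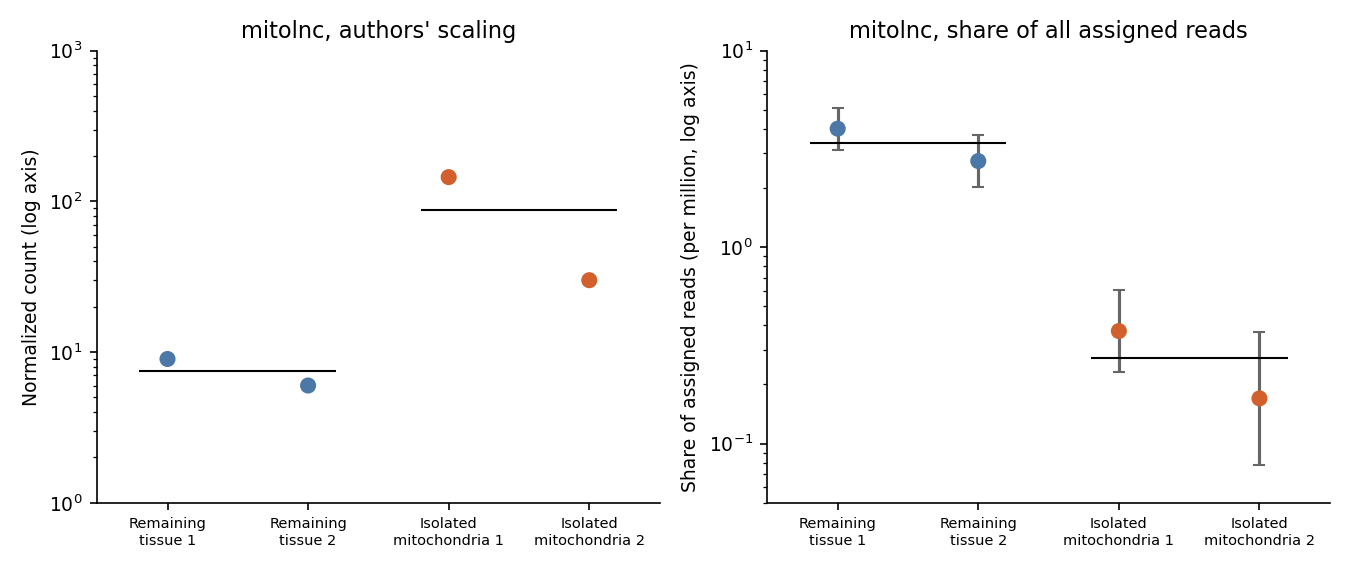
Mitolnc in each of the 4 libraries on log axes, as normalized counts (left) and as ppm of assigned reads (right); points are libraries, horizontal lines are group means and bars are 95% Wilson intervals. The libraries of isolated mitochondria lie above those of remaining tissue on the left (145 and 30 against 9 and 6) and below them on the right (0.374 and 0.170 against 4.01 and 2.74).

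Compared with other genes, the change of mitolnc was exceeded by 279 of 6862 tested nuclear genes outside the copies (4.07%) and by 3 of the 41 lncRNA genes. The minimum mean selects risen genes at this abundance. Of 2439 nuclear genes with a remaining tissue mean of 5 to 10, only 9.27% were tested, and these had a median log2 fold change of 2.41, against -0.74 for all 2439. Mitolnc was exceeded by 61 of the 2439 (2.501%). Its transcript shared 144 nt at 90.3% identity with Gm45477, stretches of at least 50 nt at 90% identity or more with 19 genes in total, and near-identical stretches with 0 genes.

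**Figure D4:**
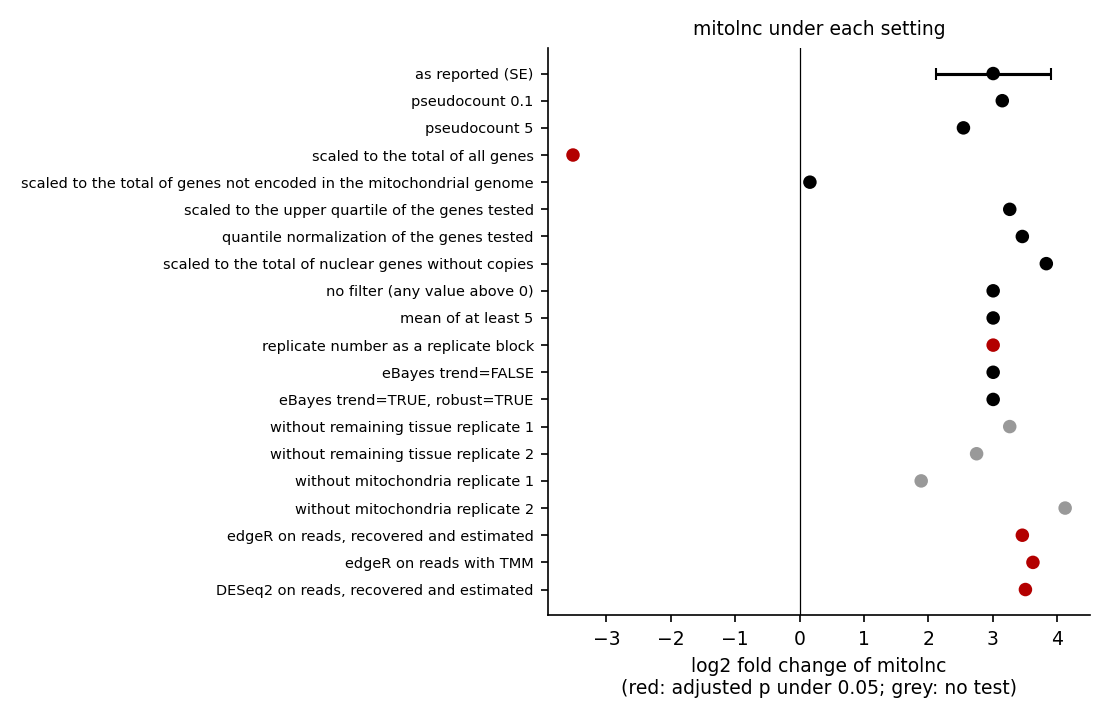
Log2 fold change of mitolnc in isolated mitochondria against remaining tissue (x axis) under each setting, with the SE for the reported value of 3.01; red points have an adjusted p under 0.05 and grey points, which leave out 1 library each, have no test. The value was -3.52 when scaled to the total of all genes, where the median of all genes was -6.90, and positive in the others.

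Pcbp1, the neighbouring gene (chromosome 6, 86524492 to 86526321, minus strand), did not differ (log2 fold change -0.02, SE 0.31, adjusted p 0.972, limma), and its sign changed under other scalings and without isolated mitochondria replicate 1 (0.31). Actb was 1.40 higher (SE 0.34, adjusted p 0.0663) without passing the threshold, and Gapdh was lower at -1.63 (SE 0.18, adjusted p 0.0181). Both shared near-identical stretches with other genes, Actb with 4 and Gapdh with 177. Actb passed as higher in 7 of 16 alternatives and as lower in 1, and Gapdh as lower in 15 of 16. Of the genes of BCAA catabolism, Dld was lower (-1.19, SE 0.21, adjusted p 0.0358), a call that held in 11 of 16 alternatives (adjusted p 8.37e-05 to 0.364) and was lost under the upper quartile, quantile normalization, scaling to nuclear genes without copies, a mean of at least 5 and eBayes without trend. In contrast, Bckdk (-1.34, adjusted p 0.0530), Bckdha (-0.54, adjusted p 0.211), Dbt (-0.39, adjusted p 0.595), Ppm1k (-0.17, adjusted p 0.862), Bckdhb (0.30, adjusted p 0.796) and Acly (0.89, adjusted p 0.317) did not pass the threshold, although Bckdk passed it as lower in 8 of 16 alternatives (adjusted p 8.18e-05 to 0.334). Signs rested on 1 library for Bckdhb (-0.70 without isolated mitochondria replicate 1), Dbt (0.17 without isolated mitochondria replicate 1) and Ppm1k (0.59 without isolated mitochondria replicate 2). Acly was 0.20 without remaining tissue replicate 1. Near-identical stretches were shared with 40 other genes by Dld, 100 by Bckdk and 187 by Ppm1k. Bckdha, Dbt, Ppm1k, Acly and Bckdhb passed as lower when scaled to the total of all genes or of genes not encoded in the mitochondrial genome. These scalings moved the median of all genes to -6.90 and -3.34.

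The nuclear protein-coding genes with the largest rise were Gm36028 (ENSMUSG00000108763, chromosome 16, 37850913 to 37861146, minus strand), Rbfox3 (ENSMUSG00000025576, chromosome 11, 118489762 to 118911597, minus strand), Syt16 (ENSMUSG00000044912, chromosome 12, 73997661 to 74273267, plus strand), Gm20594 (ENSMUSG00000096887, chromosome 6, 79817916 to 79818364, plus strand) and Cntn1 (ENSMUSG00000055022, chromosome 15, 92051165 to 92341967, plus strand). Gm36028 and Rbfox3 were at 0 in both libraries of remaining tissue and were at least 3050-fold (1972-fold without isolated mitochondria replicate 2) and 1119-fold higher, with 109 and 408 reads and 52 and 128 reads in isolated mitochondria replicates 1 and 2. Syt16 (37 and 88 reads) and Cntn1 (89 and 57 reads) rose by 8.10 (SE 0.55, adjusted p 0.00822, limma) and 7.91 (SE 0.61, adjusted p 0.00964). Gm20594 rose by 7.97 (SE 0.52, adjusted p 0.00780) and is a copy of mt-Rnr2, with 435 nt at 88.5% identity. Gm36028 overlaps the 5S rRNA gene n-R5s34 on the opposite strand, and Rbfox3 and Syt16 overlap other genes, and Cntn1 shared near-identical stretches with 99 genes, so that their counts are uncertain.

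By the fitted log2 fold change, which for genes without reads depends on the pseudocount, the 5 genes with the lowest values included F830016B08Rik (ENSMUSG00000090942, chromosome 18, 60293380 to 60303016), at least 5.67-fold lower, 2310002L09Rik (ENSMUSG00000028396, chromosome 4, 73939371 to 73950846), at least 4.61-fold lower, and Nos1 (ENSMUSG00000029361, chromosome 5, 117781032 to 117958840), at least 14.1-fold lower, all at or below 3 reads in isolated mitochondria. The calls of F830016B08Rik and 2310002L09Rik held in 13 of 16 and 11 of 15 alternatives. These bounds do not show a larger fall than that of the other genes named. Ttn (ENSMUSG00000051747, chromosome 2, 76703980 to 76982547) fell by 3.88 (SE 0.28, adjusted p 0.00849, limma) from 266230 ± 20504 normalized counts to 18287 ± 4519 (SD, n = 2 each). Ano5 (ENSMUSG00000055489, chromosome 7, 51511029 to 51598709) fell by 3.86 (SE 0.21, adjusted p 0.00559).

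Gene lists were compared to see which classes of nuclear transcript remained with the mitochondria. Of the 11 lists, 8 passed an adjusted p of 0.05 in camera. With fry, BCAA catabolism passed too (0.00918), cytosolic ribosomal proteins did not (0.0665), and the other 7 calls held; with an estimated inter-gene correlation 0 lists passed (0.359 or above), where 8 had an adjusted p under 0.05 at the preset correlation. Medians below are to be set against the median of all tested genes of -0.44. The alternatives of eBayes without trend and with robust repeated the reported camera values of every list and so tested nothing for lists. They are included in the counts of alternatives given for lists.

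Mitochondrially encoded mRNAs (median log2 fold change 8.78, camera adjusted p 6.24e-16, 13 of 13 higher), rRNAs (9.13, 0.00206, 2 of 2 higher) and tRNAs (7.69, 1.56e-24, 22 of 22 higher) rose, and all of these genes passed the threshold both over all genes and adjusted over the list alone. Scaled to the total of all genes the medians of the mRNAs, rRNAs and tRNAs were 1.88, 2.22 and 0.79, and after quantile normalization the rRNAs did not pass (1.30, adjusted p 0.109, 6.12e-27 to 0.359 over 15 alternatives). Secreted matrix transcripts were higher (2.90, camera adjusted p 7.77e-13, 20 of 20 higher); 17 passed over all genes and 18 adjusted over the list alone. Cytosolic ribosomal protein transcripts were higher by a median of 0.74 (1.02e-10, 68 of 76 higher; 13 higher and 1 lower over all genes, 18 adjusted over the list alone). When scaled to the total of all genes both medians were negative (-3.93 and -5.97), as was that of all genes (-6.90), and likewise when scaled to genes not encoded in the mitochondrial genome (-0.079 and -2.22, against -3.34). Relative to the median of all genes, the secreted matrix list stayed higher, by 3.34 as reported and by 2.97 and 3.26 under these scalings, and passed in camera (adjusted p 0.000852 and 3.58e-12). The ribosomal protein list stayed higher by 1.18, 0.929 and 1.12 but did not pass (0.473 and 0.466).

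Myofibrillar transcripts were lower in 27 of 27 cases (median -1.89, and -1.85 with genes at the floor at their bound, camera adjusted p 2.69e-08); 18 passed over all genes and 23 adjusted over the list alone. Nuclear-retained lncRNAs were lower (-2.33, 0.0331, 5 of 5 lower, with 2 over all genes and 4 adjusted over the list alone). Without isolated mitochondria replicate 2 the median was -1.60. The call held in 11 of 15 alternatives (0.00414 to 0.359), and was lost at a mean of at least 50 (0.0559), with an estimated correlation and under scaling to either total that includes copies. That of the myofibrillar list held in 13 of 15 and was lost when scaled to the total of all genes (0.0933) and with an estimated correlation. Transcripts of nuclear-encoded subunits of oxidative phosphorylation (OXPHOS) were lower by a median of -0.51 (0.00787, 69 of 81 lower), close to the median of all genes; 10 passed over all genes and 0 adjusted over the list alone. This call held in 10 of 15 alternatives (adjusted p 0.000794 to 0.900), among them eBayes without trend and with robust, which could not change it. It was lost under the upper quartile (0.0592), quantile normalization (0.191), a mean of at least 50 (0.0904) and an estimated correlation, and when scaled to nuclear genes without copies, where the median was 0.38. Mitochondrial ribosomal proteins (-0.35, adjusted p 0.6499, 37 of 52 lower), BCAA catabolism (-0.39, 0.554, 5 of 7 lower) and erythrocyte transcripts (-1.67, 0.461, 2 of 2 lower) did not pass. Over all genes 0, 1 and 0 of their members passed, and 0, 2 and 0 adjusted over the list alone. The erythrocyte median was -2.85 without isolated mitochondria replicate 1 and -0.50 without replicate 2. For BCAA catabolism these values were -0.70 and -0.74, and for mitochondrial ribosomal proteins the median was -0.13 without isolated mitochondria replicate 1.

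**Figure D5:**
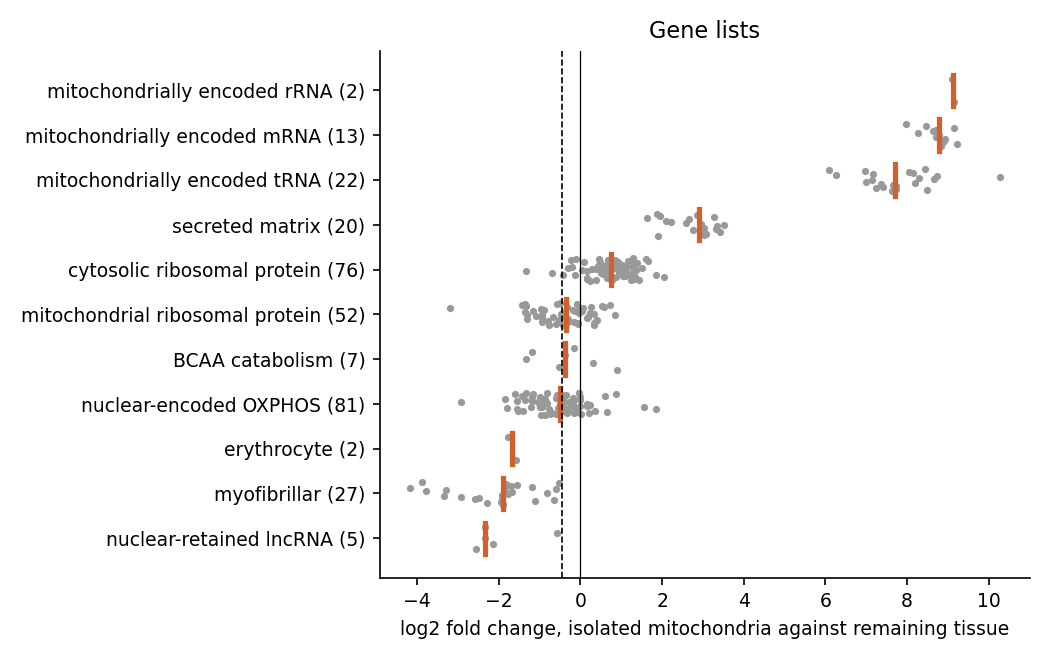
Log2 fold change of isolated mitochondria against remaining tissue (x axis) for the genes of each list (grey points, number tested in parentheses) with the list's median (orange); the dashed line marks the median of all tested genes, -0.44. Secreted matrix transcripts lie around 2.90 and myofibrillar transcripts around -1.89; under scaling to the total of all genes the secreted matrix and cytosolic ribosomal protein lists fall below 0, as does the median of all genes.

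Small RNAs of the nucleus were also read from the same test. Of 23 snoRNA and 44 snRNA genes tested, 0 and 0 passed an adjusted p of 0.05 (limma), and 4 and 4 had an unadjusted p under 0.05.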

Values the study reported

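The study reported at least 40M reads per library for its RNA sequencing. For the heart it compared mitochondria with the remaining lysate in 2 libraries each and used an adjusted p-value below 0.03 and a basemean above 50 for lncRNAs.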

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

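Shares of counts on mitochondrially encoded genes kept their direction under every alternative tried. They moved to 5.57% in remaining tissue and 97.9% in isolated mitochondria over protein-coding genes, to 5.26% and 74.2% without the 2 mitochondrial rRNAs, and to 22.7% and 99.6% with nuclear copies added, each by construction of the sum. With 1 library left out they ranged from 20.5% to 22.3% and from 94.1% to 95.3%.

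Scaling changed the counts of all genes most. Genes higher and lower numbered 506 and 643 as reported, 38 and 6694 when scaled to the total of all genes, 114 and 5642 when scaled to genes not encoded in the mitochondrial genome, and 1107 and 183 when scaled to nuclear genes without copies (added after seeing the data), where 681, 755 and 689 of the 1149 reported calls were kept. Quantile normalization left 417 genes lower. LncRNA genes higher and lower numbered 4 and 5 as reported; 1 and 40 under the first of these scalings, 1 and 33 under the second, and 2 lower under the third. For the first and the second scaling the shift follows from their construction, since mitochondrially encoded genes and copies dominate these totals in isolated mitochondria. For the third, the total was lower in isolated mitochondria (912035 and 915387 normalized counts) than in remaining tissue (1700859 and 1697897). Scaling to it therefore raised values of isolated mitochondria. Why these totals differ was not tested.

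The filter changed the counts of lncRNA genes most. Without a filter 3026 genes were lower, and 14 lncRNA genes were higher and 340 lower. With a mean of at least 5, 283 genes were higher and 399 lower, and 1 lncRNA gene was higher and 8 lower. With a mean of at least 50, 2 lncRNA genes were higher and 8 lower, and mitolnc was not tested. A threshold of 0.03 left 302 genes higher and 359 lower and 1 lncRNA gene higher. Without trend 374 genes were lower, and with robust 2 lncRNA genes were higher. Among genes with more than 3 reads in both libraries of isolated mitochondria (added), 894 genes and 7 lncRNA genes were higher. The cause was not tested beyond the number of genes tested.

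Count models, added after seeing the data, called more genes. Higher and lower numbered 956 and 1298 in edgeR, and 1170 and 1326 in DESeq2; edgeR with TMM gave 1104 higher. For lncRNA genes these models gave 7 higher and 13 lower, 7 and 12, and 7 and 11 (TMM). Of the 1149 reported calls, 1148, 1149 and 1103 were kept by edgeR, DESeq2 and edgeR with TMM. On simulated reads edgeR had the higher power and also called more unchanged genes. As read counts of remaining tissue are estimates, these are not the reported values.

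For mitolnc, the log2 fold change of 3.01 was -3.52 when scaled to the total of all genes. It passed the threshold at 3.46 in edgeR, 3.63 in edgeR with TMM and 3.51 in DESeq2. With 1 library left out it ranged from 1.89 to 4.13. Relative to the median of all genes it was 3.45 as reported and between 3.38 and 3.5001 under the scalings to a total or the upper quartile. It rested on 16 and 6 reads in isolated mitochondria, which limits its precision.

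The replicate block gave 1144 genes lower, 13 lncRNA genes lower and mitolnc at 3.01 with an adjusted p of 0.00894. Deviations of same-numbered libraries correlated at 0.141 over tested genes and 0.0542 over all genes, from 2 pairs only, and the labels do not say that a number marks a shared animal. The numbers were therefore not taken to pair the libraries.

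Of the 11 gene lists, 5 passed when scaled to the total of all genes and 0 with an estimated correlation. Scaled to the total of all genes, medians reversed to -5.97 for cytosolic ribosomal proteins and -3.93 for secreted matrix; scaled to genes not encoded in the mitochondrial genome, to -2.22 and -0.079. Both lists stayed above the median of all genes, which these scalings moved to -6.90 and -3.34. Scaled to nuclear genes without copies, medians became 0.38 for OXPHOS, 0.51 for mitochondrial ribosomal proteins and 0.48 for BCAA catabolism. With a mean of at least 50 that of mitochondrial ribosomal proteins was 0.0066. Over all settings, 164 further values of lists were 138 times on the same side of the threshold, 17 times no longer past it, 1 time newly past it and 8 times of the other sign. Of the 138, 11 came from eBayes without trend and 11 from eBayes with robust, which only repeated the reported camera values.

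Single genes reversed mainly by scaling. Scaled to the total of all genes, values were -6.15 for Bckdhb, -5.90 for Acly, -5.49 for Actb, -3.40 for C4a, -3.97 for Bc1 and -4.58 for Gm10076. Scaled to genes not encoded in the mitochondrial genome, they were -2.59 for Bckdhb, -2.08 for Acly, -1.60 for Actb, -0.35 for Bc1 and -0.84 for Gm10076. Pcbp1 became 0.26 with the upper quartile, 0.25 with quantiles, 0.87 with nuclear genes without copies, 0.091 in edgeR, 0.33 with TMM and 0.087 in DESeq2. Ppm1k became 0.10 with the upper quartile, 0.69 with nuclear genes without copies and 0.064 with TMM; Dbt became 0.48 with nuclear genes without copies and 0.098 with TMM, and Bckdha 0.35 with nuclear genes without copies. Of 554 values of named genes, 457 stayed, 36 no longer passed, 38 newly passed and 23 changed sign.

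The edgeR and DESeq2 tests planned for whole reads were not run in that form, since whole reads of remaining tissue were not recovered. With a mean of at least 50, 10 of the 11 lists gave a value. Fits without 1 library have a group of 1 and give no p or calls, so counts of genes and of lists have no such values.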

Other observations

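Of the tests below, those on counting noise, on the scaling, the liver split and the mitochondrial sequence of mitolnc, on the constant background, on pseudogenes, on the top protein-coding genes and on identical genes were chosen only after the result was seen; the others were written before.

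Genes identical in sequence held counts, although reads aligning to several places were to be left out. Of the 17 nuclear copies, 5 were identical over their whole length to a mitochondrial gene, and their value divided by that of the source had a median of 1.01 over these genes (0.276 to 1.12 over genes and libraries). The 6 copies with an identity under 95% held at most 0.00416 of the source. Likewise 32 5S rRNA genes with an identical sequence of 119 nt held 1456 to 3475 normalized counts in remaining tissue replicate 1 and 1882 to 3909 in isolated mitochondria replicate 1, with 0 genes at 0. This is consistent with reads that align to several places having been counted, at each place or at 1 chosen among them; which of these cannot be read from the table. Values of identical genes are then not separate measurements.

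The 10 unprocessed pseudogenes that copy mitochondrial genes had a median log2 fold change of 8.86, against 8.29 for mitochondrially encoded genes, so that reads of the mitochondrial genome are a candidate source of their counts. The other 3 unprocessed pseudogenes called higher were Gm7889, Gm8893 and Mup-ps17, named after their values were seen, with log2 fold changes of 5.01, 5.88 and 6.39; 0 of them carried sequence similar to mitochondrial transcripts, which argues against the same source for them. The same held for the nuclear protein-coding genes with the largest rise: 0 of the 4 that are not copies (Gm36028, Rbfox3, Syt16 and Cntn1) carried such a stretch. The control region of the mitochondrial genome was not analysed here and stays open as a source, as does a biological one.

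The 4 lncRNA genes higher in isolated mitochondria carried 0 stretches similar to mitochondrial transcripts, as did the other 37 tested, which argues against mitochondrial reads assigned to nuclear copies as their source. Their number was 1 when scaled to the total of genes not encoded in the mitochondrial genome, but this scaling moved every gene (median -3.34). A rise of these genes and a fall of the genes they are compared with cannot be told apart without a standard added in known amount.

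Gene length and GC content were weighed for the calls among 6429 nuclear protein-coding genes. Log2 fold changes followed length weakly (Spearman across genes -0.176) and GC content less (0.0466). Before removal of a trend 1042 genes were called. After it 916 were called for length and 1018 for GC content, of which 755 and 842 had been called in the same direction before. Neither accounts for the calls as a whole. Lower genes numbered 627 before and 379 and 435 after, and higher genes 415 before and 537 and 583 after. Removal of a trend also centres each library, so these shifts in direction say nothing about length or GC content.

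Hepatocyte transcripts were higher in isolated mitochondria. Of 27 hepatocyte genes chosen before their values were seen, but after other liver genes had been seen among the most changed, 27 were higher, with a median log2 fold change of 4.94 (camera adjusted p over 4 marker lists 1.36e-11, fry 0.0982), and 5 had a mean of at least 20 in remaining tissue. The most abundant were Trf, Apob and Apoa1, with means of 1503, 1124 and 845 normalized counts in isolated mitochondria and 67, 32.5 and 10.5 in remaining tissue. The former rested mostly on replicate 1, with 2470, 1955 and 1493 against 536, 293 and 197 in replicate 2. Remaining tissue replicates 1 and 2 had 64 and 70 (Trf), 57 and 8 (Apob) and 18 and 3 (Apoa1). RNA of liver in the libraries is a candidate explanation. As a share of all reads these genes were not higher in isolated mitochondria, with 42.7 and 16.3 ppm against 169 and 103 ppm in remaining tissue, a ratio of 0.217. A constant background of foreign reads, raised by the scaling, cannot be told apart from other routes: the share was no higher, as such a background needs, but it was not equal either, and no library without muscle RNA was analysed here.

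Secreted matrix transcripts were higher together. If transcripts translated at the endoplasmic reticulum sedimented with mitochondria, myofibre membrane and secretory transcripts should rise too, but their median was -2.20 (1 of 20 higher, camera adjusted p 3.71e-06, fry 0.00957). Myofibrillar transcripts were lower as well (median -1.89), so a fall of myofibre RNA as a whole could hide such a rise. Non-myofibre cytosolic transcripts rose by a median of 1.599 (15 of 16 higher, camera adjusted p 1.02e-06, fry 0.0541), so that relatively more RNA from cells other than myofibres may contribute. Secreted matrix transcripts (2.90) lay above these, while the myofibre membrane and secretory list did not lie above the myofibrillar one. Sedimentation with the endoplasmic reticulum is therefore not decided. Of the myofibre membrane and secretory and the non-myofibre cytosolic list, 20 of 21 and 11 of 17 genes had a mean of at least 20 in remaining tissue, and 0 were shared with another list. The most abundant were Casq1 (mean of 675 normalized counts in isolated mitochondria against 3504) and Vim (779 against 189). In isolated mitochondria replicates 1 and 2, Casq1 was at 642 and 708 and Vim at 398 and 1159. Protection of RNA within membranes during the preparation, in which RNase A may have been used, was not tested.

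For mitolnc, several explanations were tested. Adipocyte RNA carried over as a whole is argued against, as the largest log2 fold change among the 6 adipocyte genes tested was 0.54, against 3.01 (median -0.28, 3 of 6 higher, camera adjusted p 0.885, fry 0.651). The study placed mitolnc in mitochondria of adipocytes too. Such mitochondria could carry it without the marker transcripts, so the markers cannot exclude them. Of the 12 genes of the adipocyte list 7 had a mean of at least 20 in remaining tissue, and Lpl was at 873 normalized counts in isolated mitochondria against 625. Counting noise alone is argued against under the deposited scaling, as 22 reads stood against 2.31 for the level of remaining tissue (Poisson probability 9.91e-15); with the dispersion between replicates, the negative binomial probability was 6.70e-09 for replicate 1 and 0.0215 for replicate 2. Mitochondrial reads are argued against by a longest exact match of 12 nt to mitochondrial transcripts. The role of the scaling cannot be told from these values. The log2 fold change was -3.52 when scaled to the total of all genes, but this scaling moved the median of all genes to -6.90, and mitolnc lay above that median by 3.38, against 3.45 under the deposited scaling.

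Liver RNA was examined from the split of reads between the libraries. Of the reads of mitolnc in isolated mitochondria, 72.7% were in replicate 1, against 76.1% for hepatocyte genes (exact binomial p 0.802), 35.8% for other nuclear genes (exact binomial p 0.000523) and 54.8% for all reads (exact binomial p 0.132). These p-values compare libraries and cover counting error only. With a dispersion of 0.391 between these libraries, which may be too high, the split of a single gene can lie far from that of a sum over genes. The split therefore decides nothing for or against liver RNA. The study found little or no mitolnc in liver by another method, which goes against such a source. The study itself placed mitolnc in mitochondria of muscle fibres. The libraries of isolated mitochondria hold 22 reads of mitolnc, and its level in liver was not analysed here. They alone cannot tell a shared source of mitolnc and hepatocyte RNA apart from presence in mitochondria, which therefore remains a hypothesis here.

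The number of assigned reads in remaining tissue was estimated at 15705138 and 15303031. That is lower than the number of reads per library quoted from the study above, which counts reads before alignment.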
